A study of Mus musculus with 6 samples. Its data were reported in "TFAP2 paralogs regulate midfacial development in part through a conserved ALX genetic pathway" (2024).

How the data were processed

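Bulk RNA-seq was made from microdissected frontonasal and maxillary prominences of 3 control and 3 Tfap2Δ/NCKO mouse embryos at embryonic day 10.5. Each group label and replicate number came from the sample titles. The RNA was purified, and poly(A) libraries were built with a kit that keeps strand information and read from 1 end at 150 bases.

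The authors processed the reads along 2 routes. In the first, they mapped reads to mm10 with STAR, quantified a reference annotation with StringTie and used its prepDE script to make a gene table for DESeq2. The deposited values of this table are estimated counts: prepDE turns transcript coverage into reads with an assumed read length and rounds, so every value was already whole and no further rounding was needed. The same deposited table holds the authors' DESeq2 log2 fold changes with standard errors, and their p-values with and without Benjamini-Hochberg adjustment. In the second route the authors pseudo-aligned the reads with kallisto and tested genes with sleuth, and the deposited table gives an effect, its standard error, a p-value and a q-value per gene with no values per sample. The settings that the study's methods list for StringTie and kallisto hold no strand option. Tool versions, the annotation release and the read length given to prepDE are not given in the sources used here. All columns of per-sample values were used.

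The scale of each deposited unit was checked on the values. The sleuth effect is described by the authors as a log2 quantity, but among 26 genes with an absolute log2 fold change above 1 and a mean count above 500 its median ratio to the DESeq2 value was 0.692, against 0.693 for the natural log of 2. It was therefore read as a deposited natural log value and divided by 0.693 to give log2. Among these 26 genes the slope of the undivided effect was 0.249, Pearson's r was 0.404 and 76.9% had the same direction. The check planned beforehand was the slope, near 1 for log2 or near 0.693 for the natural log. None of the slopes given here is close to either, so the scale rests on the median ratio. Over 16157 tested genes with a value in both tables the median ratio was 0.666 and the slope 0.50, both with the undivided effect. Pearson's r across genes was 0.632, Spearman's rho was 0.776 and 81.7% of genes had the same direction. Genes are not independent replicates, so no p-value was attached. Over the 321 genes at an adjusted p below 0.05 in the authors' deposited table, a choice made after seeing the data, the median ratio was 0.683 and the slope 0.53, again undivided. There rho was 0.969 and 98.8% had the same direction. In every library the count value 3 was rarer than 2 and 4 (548 genes against 1314 and 759 in control 3, for example), a pattern of counts scaled up from fewer reads. For that reason, and as planned before the data were examined, all tests were repeated on counts divided by 2.

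Differential expression was tested in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr by genotype, libraries were scaled with TMM (factors 0.992 to 1.01), and genotypes were compared with the robust quasi-likelihood F test and no covariate. The SE given with an edgeR log2 fold change is its absolute value divided by the square root of F, not a separately fitted standard error. The p-values were adjusted by the Benjamini-Hochberg method over all 19612 genes tested of 55401 in the table. A gene was called at an adjusted p below 0.05 and a fold above 1.25 in either direction, the study's limits for its first route. Calls in both routes also needed a q below 0.1 and the same direction in the authors' deposited sleuth table. Expression is given in CPM, counts scaled to the TMM-adjusted library size, as mean ± SD. Total counts ran from 68119668 to 77555252 per library, and the limit used for a count of 0 was 3 counts per library, which covers counting error only. Counts without molecular identifiers are not independent molecules. A chi-square comparison of counts over genes gave 17.3 to 36.0 per gene in the 15 pairs of libraries, so no pair looked like 1 library deposited more than once.

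A set of 28 gene lists was fixed before the data were examined, after the paper had been read. Of these, 9 were chosen from genes or themes named by the study and are not independent evidence. The others covered independent pathways, markers of other cell types and technical checks. Lists were tested with camera in limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation of 0.01, again with an estimated correlation, and with fry. Adjustment was over the 28 lists. A pair of further lists, midbrain and isthmus markers and cranial sensory ganglion genes, was added after the data were seen and adjusted together with the others. Where a symbol had more than 1 entry, the entry with the highest mean count was used, a rule set after the data were seen.

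The genes named in the text were chosen by a rule written beforehand. It names Tfap2a, Tfap2b and the ALX genes; the 8 called genes with the largest fold in each direction and the 5 others with the smallest adjusted p, provided that control and mutant CPM did not overlap and that the gene had an informative symbol outside the sex-linked list; up to 3 called members of each list; and the sex-linked list. For a list with no called member the rule allowed at most 2 members with the highest mean CPM. Only the first of these was used, a narrowing made after values had been seen. Some items that the rule or the lists cover are not reported here. Genes named outside this rule are said to have been chosen after their values were seen. Coordinates and overlaps come from GENCODE release M21 on GRCm38, the build also called mm10. Of the 55401 gene identifiers 55141 matched that release, 54349 of them with the same version. Reads of genes whose exons overlap on opposite strands can be told apart only if the counting used strand, so values of such genes are given as uncertain.

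The scripts were tested on simulated data before use. Counts were drawn for the real genes from the means and library sizes of this comparison, with 200 genes changed, in 6 runs for each of 2 settings of the spread. The changed genes were taken only from those above a minimum mean count, so the shares recovered do not cover genes with low counts. With a spread drawn gene by gene (19216 to 19249 genes tested), 62.0% of genes changed 1.5-fold and 85.5% of genes changed 2-fold were called, and 6.17% to 12.5% of the calls were unchanged genes (mean 9.49%). With the spread on the fitted trend (19251 to 19307 genes tested), 63.3% and 86.2% were called and 2.55% to 6.92% of the calls were unchanged genes (mean 4.37%). The first run alone had given a share above 5%, and the further runs were added to learn why. The nominal 5% is therefore optimistic if genes differ in spread beyond the trend.

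The alternatives written before the data were examined were DESeq2 size factors or library totals in place of TMM, the DESeq2 1.42.0 Wald test, limma-voom, no count filter or at least 50 counts in 3 samples, no fold limit or a fold above 1.5, each library left out in turn, the replicate number as a block, a covariate from summed Y-linked counts, counts divided by 2, the authors' deposited statistics, and a q below 0.05. A comparison restricted to libraries expressing Y-linked genes, control 2 against the 3 mutants, was added after the data were seen. It assumes that the lone control varies like the mutants.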

Results

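Gene expression was measured in the frontonasal and maxillary prominences, the tissue that forms the nose, midface and upper jaw, of mouse embryos at E10.5. Mutants carried a null and a floxed allele of both Tfap2a and Tfap2b together with Wnt1:CRE, a transgene active in premigratory neural crest, so that both AP-2 transcription factor genes were removed from the neural crest lineage and had a reduced dose elsewhere. Controls were siblings without the transgene, in which the study allowed any combination of the Tfap2a and Tfap2b alleles. There were 3 controls and 3 mutants. The total count was 75228775, 72512509 and 75213435 in controls 1, 2 and 3 and 69844594, 68119668 and 77555252 in mutants 1, 2 and 3. At these depths 3 counts in a library stood for 0.0384 to 0.0444 CPM. The comparison of genotypes asks which genes differ when TFAP2 activity is lost from midfacial neural crest at this stage. As every mutant and no control carried Wnt1:CRE, effects of the transgene itself cannot be told apart from those of TFAP2 loss.

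The targeted genes were measured first. Tfap2a (ENSMUSG00000021359.16, chromosome 13, 40715302 to 40738376 in mm10) stood at 30.5, 33.1 and 35.1 CPM in controls 1, 2 and 3 and at 31.5, 28.6 and 28.6 CPM in mutants 1, 2 and 3. Its log2 fold change was -0.15 (SE 0.07) with an adjusted p of 0.684 in edgeR's quasi-likelihood test, and mutant 1 lay within the control range. Tfap2b (ENSMUSG00000025927.13, chromosome 1, 19208914 to 19238576) stood at 90.1, 88.7 and 97.3 CPM in the controls and at 84.2, 75.7 and 77.7 CPM in the mutants, so that every mutant lay below every control. Its log2 fold change was -0.22 (SE 0.06) with an adjusted p of 0.26. Neither gene passed the test. The values sum all exons of a gene, including any outside the deleted part, and all cells of the tissue, including ectoderm that Wnt1:CRE does not reach, so they do not measure the deletion in crest cells alone. Tfap2a exons are also overlapped over 380 bases by Gm26688 on the opposite strand.

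Midfacial tissue of the mutants expressed less of the homeobox genes Alx1 and Alx4, less of the retinoid genes Crabp1 and Stra6, and less of the transcription factor genes Pax3 and Tbx3, while Wnt1 and the mesodermal regulator Meox2 were higher. Alx4 fell from 217 ± 19.99 to 136 ± 2.72 CPM (SD, n = 3 per group) and Alx1 from 103 ± 3.57 to 77.3 ± 1.71 CPM. Crabp1, a cellular retinoic acid binding protein, fell from 779 ± 29.9 to 374 ± 25.2 CPM, and Stra6, a membrane receptor for retinol uptake, fell from 63.6 ± 2.56 to 38.3 ± 1.76 CPM. Pax3, a paired-box factor of the neural crest, fell from 26.9 ± 1.27 to 13.4 ± 0.733 CPM. Wnt1, a signal of the dorsal neural tube and midbrain, rose from 0.193 ± 0.0536 to 1.93 ± 0.587 CPM, and Meox2 rose from 0.573 ± 0.105 to 2.73 ± 0.475 CPM. Across the transcriptome 64 of 19612 genes passed the test, 43 lower and 21 higher in mutants, and the fold limit removed no gene. In each of the 64 the control and mutant values did not overlap. Among all tested genes 2625 (13.4%) did not overlap, where chance gives 10%.

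The embryos were not balanced for sex. Xist, the RNA of X inactivation, stood at 667 and 699.8 CPM in controls 1 and 3 and at 0.372 CPM in control 2, and at 0.474, 0.518 and 0.896 CPM in mutants 1, 2 and 3. The Y-linked Ddx3y stood at 0.0534 and 0.0265 CPM in controls 1 and 3, 45.1 CPM in control 2, and 45.8, 43.6 and 40.5 CPM in the mutants, and Eif2s3y, Kdm5d and Uty split the libraries in the same way. These 5 genes did not pass in the comparison of all libraries and passed without control 2 (adjusted p 1.47e-07 to 5.90e-07 in edgeR's test). With a covariate for Y-linked expression 36 genes passed, 25 lower and 11 higher, of which 18 were among the 64. All 64 kept their direction with it, which could hardly have failed. The covariate leaves mainly control 2 to set against the mutants, and control and mutant values of the 64 did not overlap. In a comparison of the Y-expressing libraries alone, control 2 against the 3 mutants and chosen after the data were seen, 33 passed, 21 lower and 12 higher, of which 11 were among the 64. Of 28 named genes that passed, 12 passed with the covariate, namely Alx4, Crabp1, Stra6, Pax3, Car12, H2az2, Cxcl13, Mstn, Pigbos1, Meox2, Foxf1 and Rab5if. The count without covariate also moved by over 1.5 times with the libraries used, to 41 without control 1, 25 without control 3, 23 without mutant 2 and 26 without mutant 3. DESeq2's Wald test on the same counts gave 261 genes.

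**Figure D1:**
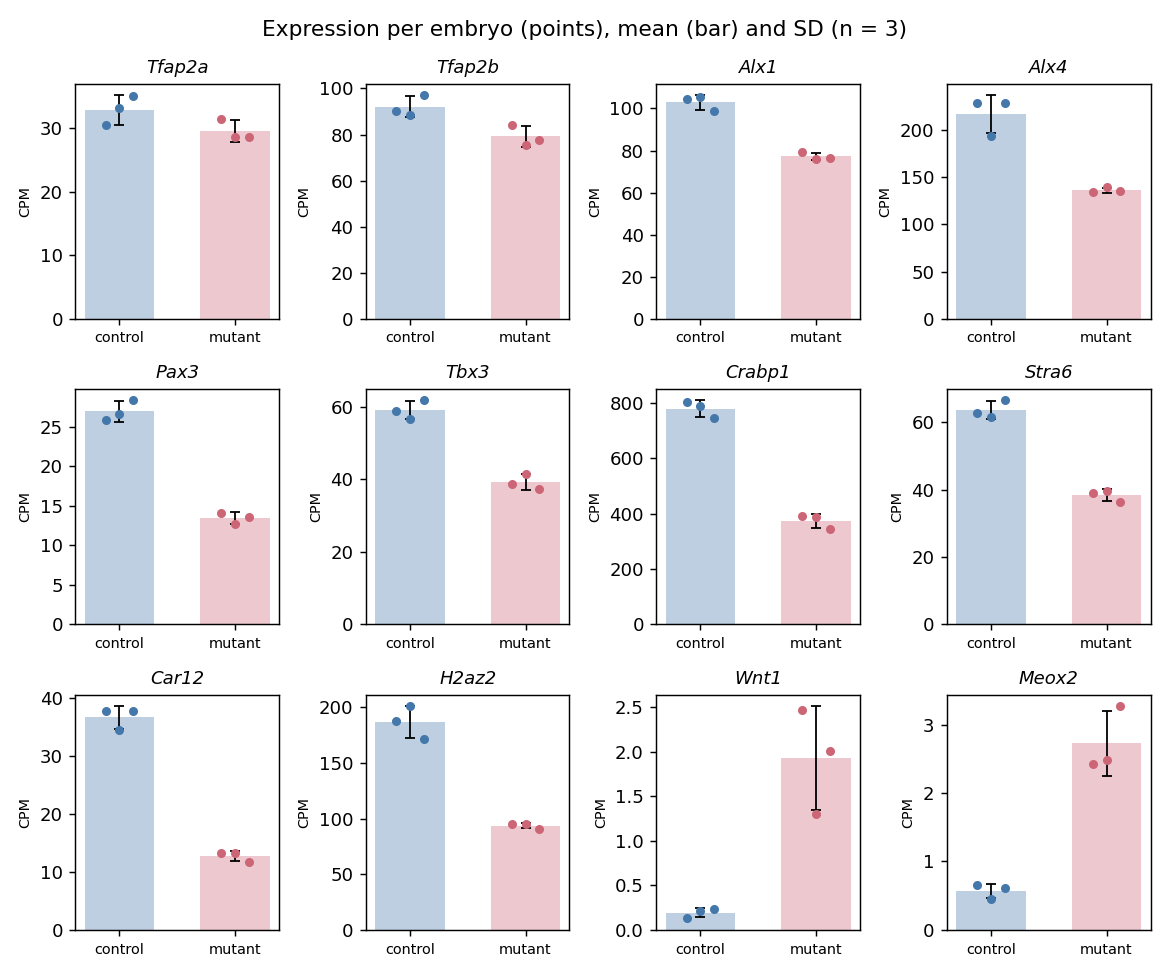
Expression in CPM (y axis) of 12 named genes in control and mutant embryos, with a point per embryo, a bar for the mean of 3 and an error bar of 1 SD. Alx4 falls from a mean of 217 to 136 CPM and Crabp1 from 779 to 374 CPM with no overlap of groups, while Wnt1 rises from 0.193 to 1.93 CPM. Tfap2a and Tfap2b did not pass the test.

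Alx1 and Alx4 encode paired-type homeodomain factors of the anterior facial mesenchyme. Alx4 (ENSMUSG00000040310.12, chromosome 2, 93642384 to 93681339) had a log2 fold change of -0.67 (SE 0.07, adjusted p = 0.00517 in edgeR's quasi-likelihood test). Alx1 (ENSMUSG00000036602.14, chromosome 10, 102998707 to 103030215) had one of -0.41 (SE 0.05, adjusted p = 0.0108). Both genes were named by the study from these samples, so their direction is not independent evidence. Alx1 no longer passed without control 1, mutant 2 or mutant 3 (adjusted p 0.0567 to 0.0722) or with the Y-linked covariate (adjusted p = 0.0750). Its log2 fold change was -0.45 to -0.40 with 1 library left out, -0.45 (SE 0.07) with the covariate and -0.46 (SE 0.07) in the Y-expressing libraries alone, and its adjusted p ran from 8.15e-12 to 0.112 over 18 alternative fits of the counts. Alx4 passed in 17 of 18 such fits, the exception being the Y-expressing libraries alone (log2 fold change -0.53, SE 0.07, adjusted p = 0.0601, the highest of a range that began at 2.82e-18).

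Of the genes with the largest fall, Cdhr2, a cadherin-related gene on chromosome 13, had 27, 21 and 17 counts in controls and 0 in every mutant (adjusted p = 0.0449 in edgeR's test). Against a limit of 3 counts per library it was at least 6.95-fold lower, if each count stands for 1 read. If the counts are scaled up from fewer reads, as the rarity of the value 3 hints, the bound is smaller. The chemokine Cxcl13 fell from 6.31 ± 0.932 to 0.219 ± 0.087 CPM (log2 fold change -4.82, SE 0.26, adjusted p = 0.000258). Chil1, a chitinase-like protein, had a log2 fold change of -2.87, Prdm12, a zinc finger regulator of nociceptive sensory neurons, of -2.41, and Mstn, the growth factor myostatin, of -2.31. Log2 fold changes were -4.18 for Sla2, -3.19 for Pigbos1 and -2.09 for Wdr38. Each of these last 3 genes has exons overlapped on the opposite strand, by Rab5if over 731 bases, Pigb over 661 bases and Rpl35 over 821 bases, and Prdm12 is overlapped by Gm13425 over 200 bases, so their values are uncertain. Cdhr2 and Chil1 passed in none of the fits that left out 1 of the 6 libraries (adjusted p 0.0816 to 0.165 and 0.0513 to 0.146). Prdm12 no longer passed without control 3 or mutant 3 (0.0773 and 0.111), and Wdr38 passed only when control 2 was the library left out (otherwise 0.0926 to 0.171).

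Of the genes with the largest rise, Wnt1 (ENSMUSG00000022997.9, chromosome 15, 98789857 to 98793837) rose by 3.31 on the log2 scale (SE 0.32, adjusted p = 0.00492 in edgeR's quasi-likelihood test) and Meox2 (ENSMUSG00000036144.6, chromosome 12, 37108540 to 37179534) by 2.25 (SE 0.21, adjusted p = 0.00432). The lipid transporter Abca9 rose by 1.65, the GABA receptor subunit Gabra2 by 1.46, Tcf15, a bHLH factor of paraxial mesoderm, by 1.33, the transcriptional repressor Hic1 by 1.10, the immunoglobulin heavy chain gene Ighm by 1.05 and the complement gene C1qb by 1.02. Every mutant and no control carried the Wnt1:CRE transgene. Wnt1 and Meox2 passed in every fit that left out 1 library. Hic1 and Ighm passed in none of them (0.0654 to 0.156 and 0.0589 to 0.114). Abca9 no longer passed without control 1, control 3, mutant 2 or mutant 3 (0.0585 to 0.0896), Gabra2 passed only without control 1, and Tcf15 and C1qb passed only without control 2, with adjusted p up to 0.112, 0.165 and 0.176 in the other fits. With the Y-linked covariate Wnt1 kept a log2 fold change of 3.24 (SE 0.53) at an adjusted p of 0.0824, within a range of 2.72e-12 to 0.112 over 18 alternative fits of the counts.

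The smallest adjusted p among the other genes belonged to Car12, a membrane carbonic anhydrase (36.7 ± 1.97 to 12.8 ± 0.886 CPM, log2 fold change -1.53, SE 0.08, adjusted p = 0.000258 in edgeR's quasi-likelihood test), Crabp1 (ENSMUSG00000032291.8, chromosome 9, 54764748 to 54773110, -1.06, SE 0.06, adjusted p = 0.00031), H2az2, which encodes the histone variant H2A.Z.2 (187 ± 14.6 to 93.5 ± 2.35 CPM, -0.997, SE 0.06), Rab5if (38.4 ± 2.41 to 70.7 ± 1.01 CPM, 0.88, SE 0.06) and Pax3 (ENSMUSG00000004872.15, chromosome 1, 78101267 to 78197134, -1.001, SE 0.07, adjusted p = 0.000837). Car12, Crabp1, H2az2, Pax3, Stra6, Cxcl13, Mstn and Pigbos1 were the 8 named genes that passed in every alternative giving a value. Pigbos1, whose exons are overlapped by Pigb, had no value in the second pipeline, so that alternative did not test it. None of the alternatives separates TFAP2 loss from carriage of the Wnt1:CRE transgene, for H2az2 or for any other of these genes.

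Among the lists drawn from the study, which are not independent evidence of direction, 5 of 18 midface transcription factors fell, none rose and 13 did not pass. The 5 were Pax3, Alx4, Alx1, Tbx3 (59.1 ± 2.54 to 39.2 ± 2.21 CPM, log2 fold change -0.59) and Tbx2 (log2 fold change -0.55), the last named after its values were seen. Adjusted over the list alone, 11 passed, 8 lower and 3 higher. The list was lower as a set with a preset correlation (camera adjusted p = 2.28e-05), and adjusted p = 0.0891 with an estimated correlation. Of 14 tested jaw patterning transcription factors 1 fell, Barx1 (32.8 ± 2.34 to 21.6 ± 2.45 CPM, log2 fold change -0.60), and 13 did not pass, with 3 passing when adjusted over the list alone, all lower. The set was lower (camera adjusted p = 5.33e-05), with adjusted p = 0.0891 with an estimated correlation. Of 20 retinoic acid pathway genes Crabp1 and Stra6 (log2 fold change -0.73) fell and 18 did not pass, 15 of the 20 had lower values, and 3, all lower, passed when adjusted over the list alone (camera adjusted p = 0.000337, and adjusted p = 0.0997 with an estimated correlation). Foxf1, a forkhead factor of lateral mesoderm and facial mesenchyme, fell with a log2 fold change of -0.79 and was the 1 called member of 10 forkhead genes, also when adjusted over the list alone. The median of the forkhead list was 0.03 and its set test pointed down with a camera adjusted p of 0.893, against 0.0143 with the Y-linked covariate and a range of 0.0143 to 0.962 over alternatives. Barx1 passed in none of the fits that left out 1 library (0.0584 to 0.165), and Foxf1 passed in that series only without control 2 (otherwise 0.0596 to 0.145). Tbx3 and Foxf1 are overlapped on the opposite strand by Tbx3os1 over 115 bases and Gm27530 over 98 bases.

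The matrix, collagen, hedgehog and TFAP2 family lists were likewise drawn from the study and are not independent evidence. Of 22 other matrix genes 1 rose and 21 did not pass, while 7 passed when adjusted over the list alone, 6 higher and 1 lower. The gene that rose was Flrt2, which encodes a membrane adhesion and guidance receptor (69.7 ± 6.62 to 101 ± 5.82 CPM, log2 fold change 0.54). The set was higher (camera adjusted p = 0.000593), with adjusted p = 0.536 with an estimated correlation and 0.406 with the Y-linked covariate (range over camera alternatives 4.51e-06 to 0.536). Flrt2 passed only without control 2 among the fits that left out 1 library (otherwise 0.0538 to 0.165). None of 22 collagens passed over all genes and 6 did when adjusted over the list alone, 3 higher and 3 lower. Col3a1, the highest by mean over all libraries, stood at 415 ± 44.3 CPM in controls and 571 ± 90.0 CPM in mutants (log2 difference 0.46, adjusted p = 0.305 in edgeR's test). It passed with the DESeq2 Wald test, with the replicate number as a block and in both of the authors' deposited tables. The collagen median was 0.05 (camera adjusted p = 0.709, with 0.0360 without mutant 1 and a range of 0.0360 to 0.951 over alternatives). None of 13 hedgehog pathway genes passed, with 0 when adjusted over the list alone, a median of -0.06 and a camera adjusted p of 0.0606 (0.0464 with the stricter count filter, range over camera alternatives 0.0464 to 0.227), and Smo stood at 293 ± 1.23 and 288 ± 4.11 CPM. None of the 4 tested TFAP2 family genes passed on either count, with a median of -0.19 and a camera adjusted p of 0.184.

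**Figure D2:**
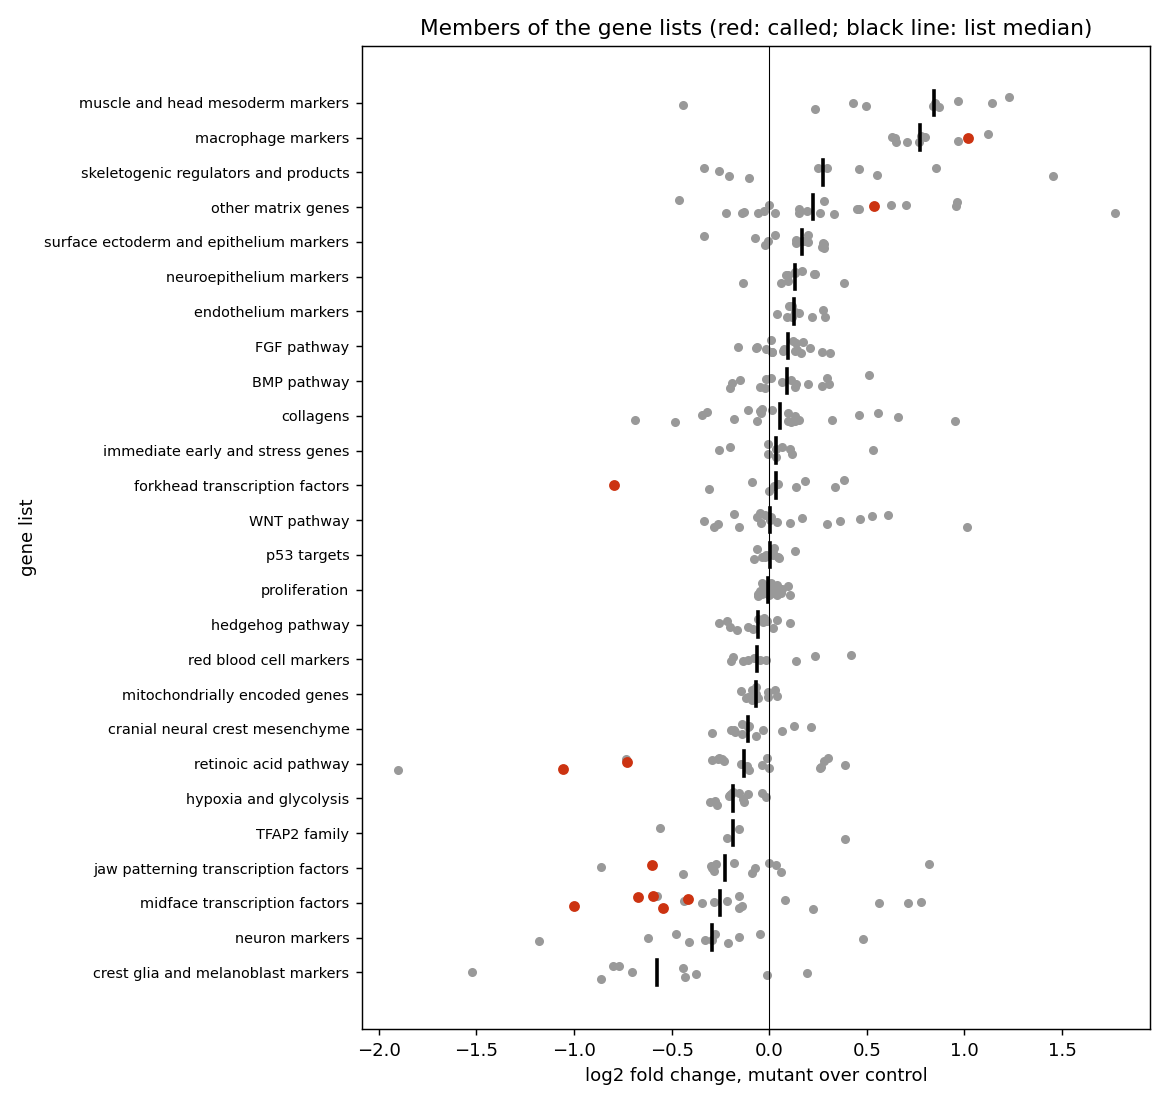
Log2 fold change of mutant over control (x axis) for each tested member of the gene lists (y axis) that are plotted. Red points are called genes, grey points did not pass and black lines are list medians, which run from -0.57 for crest glia and melanoblast markers to 0.84 for muscle and head mesoderm markers.

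The pathway and mesenchyme lists chosen independently of the study held no gene that passed over all genes tested. Of 10 skeletogenic regulators and products 3, all higher, passed when adjusted over the list alone, the median was 0.27 and the camera adjusted p was 0.24 (0.00632 without mutant 1, range over camera alternatives 0.00632 to 0.943). Sox9, a regulator of chondrogenesis, stood at 86.4 ± 7.72 and 75.01 ± 2.56 CPM. Of 13 cranial neural crest mesenchyme genes 10 had lower values with a median of -0.11, and 0 passed when adjusted over the list alone. That set was lower with a preset correlation (camera adjusted p = 0.0283), with adjusted p = 0.188 with an estimated correlation, 0.213 without control 2, 0.113 without mutant 1 and 0.0527 without mutant 3 (range over camera alternatives 0.00578 to 0.213). Prrx1, a marker of that mesenchyme, stood at 231 ± 1.94 and 215 ± 0.79 CPM. All 13 hypoxia and glycolysis genes had lower values, with a median of -0.18, 0 passing when adjusted over the list alone, and Ldha at 1529 ± 272 and 1373 ± 119 CPM. That set was lower (camera adjusted p = 0.00662), with adjusted p = 0.548 with an estimated correlation, 0.554 without control 2 and 0.178 without mutant 3 (range over camera alternatives 9.51e-11 to 0.554). Adjusted over the list alone, 1 of 20 WNT pathway genes passed, with a higher value, and none of the FGF, BMP, proliferation or p53 lists. The camera adjusted p was 0.709 for WNT, 0.0881 for 18 FGF genes (0.01001 without mutant 3, range 0.01001 to 0.796 over alternatives), 0.252 for 16 BMP genes, 0.893 for 25 proliferation genes and 0.893 for 12 p53 targets, with medians of 0.01, 0.10, 0.09, -0.01 and 0.00. Their members with the highest mean over all libraries were Sfrp1 (log2 difference 0.17), Fgfr1 (-0.06), Bmpr1a (-0.05), Top2a (-0.06) and Bax (-0.01), each with an adjusted p above 0.8 in edgeR's test. The proliferation set had a median below 0 and a test direction above 0.

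Of the markers of other cell types only C1qb passed over all genes tested, and the lists were tested as sets. All 10 macrophage markers had higher values in mutants, with a median of 0.77. Of these, 10 passed when adjusted over the list alone, and the set was higher (camera adjusted p = 2.21e-09), with adjusted p = 0.188 with an estimated correlation. Muscle and head mesoderm markers had a median of 0.84, with 9 of 10 higher and 4, all higher, passing when adjusted over the list alone, and the set was higher (camera adjusted p = 3.46e-05), with adjusted p = 0.188 with an estimated correlation and 0.0539 with the Y-linked covariate (range over camera alternatives 3.86e-06 to 0.188). Endothelium markers were higher in 10 of 10 (median 0.13, camera adjusted p = 0.000108, adjusted p = 0.129 with an estimated correlation), neuroepithelium markers in 10 of 11 (median 0.13, camera adjusted p = 0.00168, adjusted p = 0.227 with an estimated correlation) and surface ectoderm and epithelium markers in 11 of 15 (median 0.17, camera adjusted p = 0.00606, adjusted p = 0.361 with an estimated correlation, 0.0784 without mutant 2, 0.135 with the Y-linked covariate and a range of 0.000314 to 0.361). Crest glia and melanoblast markers were lower in 9 of 10 with a median of -0.57, and 5, all lower, passed when adjusted over the list alone (camera adjusted p = 3.78e-05, adjusted p = 0.17 with an estimated correlation). Neuron markers were lower in 10 of 11 with a median of -0.29, and 1, lower, passed when adjusted over the list alone (camera adjusted p = 0.000881, adjusted p = 0.476 with an estimated correlation, 0.144 without mutant 1, range over camera alternatives 8.59e-06 to 0.476). No endothelium, neuroepithelium or epithelium marker passed when adjusted over the list alone. The members with the highest mean over all libraries were Cdh5 (69.2 and 74.3 CPM), Lhx2 (121 and 142 CPM), Krt8 (59.6 and 72.3 CPM), Erbb3 (42.0 and 31.1 CPM, adjusted p = 0.0803) and Tubb3 (247 and 204 CPM) in controls and mutants, and none of these 5 passed in the main test.

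Red blood cell markers had a median of -0.06 with a test direction above 0 (camera adjusted p = 0.709). Its adjusted p was 0.0103 without control 1, 0.0458 without control 2 with the direction below 0, and 0.000103 with the Y-linked covariate, in a range of 2.29e-05 to 0.951 over alternatives, and embryonic globin Hbb-y varied between embryos of a group (1167 ± 442 and 1107 ± 234 CPM). Globin genes with near-identical copies could share reads and are uncertain. Immediate early and stress genes had a median of 0.04 (camera adjusted p = 0.31) with Jund at 118 ± 2.87 and 117 ± 7.06 CPM, and mitochondrially encoded genes a median of -0.07 (camera adjusted p = 0.0826, 0.00737 without control 3 and 0.0302 without mutant 3, range over camera alternatives 0.00737 to 0.595) with mt-Co1 at 6529 ± 332 and 6058 ± 290 CPM. No member of these 3 lists passed, over all genes or adjusted over the list alone. The 5 tested sex-linked genes did not pass either, with 0 when adjusted over the list alone, a median of 1.53 against a mean of -0.59, and a camera adjusted p of 0.0498 (adjusted p = 0.361 with an estimated correlation, and 0.0964 to 0.123 without control 1, control 3 or any of the mutants, range over camera alternatives 8.22e-10 to 0.641). With an estimated correlation none of the 28 lists passed. By fry's directional test, which sets a list against no change and not against other genes, among the lists reported here the midface, jaw, retinoic acid, hedgehog and endothelium lists passed (adjusted p 0.00406, 0.00676, 0.00676, 0.00406 and 0.0285), and the other matrix, crest mesenchyme, hypoxia, surface ectoderm, neuroepithelium, neuron, crest glia, macrophage, muscle and sex-linked lists did not (0.0575 to 0.454). Fgfr1, Bmpr1a, Krt8, Jund, mt-Co1 and Xist also have exons overlapped on the opposite strand.

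The second pipeline, which starts from the same reads, gave a q below 0.1 in the same direction in the authors' deposited table for 50 of the 64 genes, 33 lower and 17 higher. Of the rest, 8 had a q at or above 0.1 and 6 had no value. In the authors' deposited table Rab5if had an effect of 0.08 on the log2 scale, Sla2 of 0.07 and Wdr38 of 0.04, where the counts gave 0.88, -4.18 and -2.09. Of the 64 genes 18 have exons overlapped on the opposite strand, and their values rest on how reads were assigned. Of the named genes among them, Prdm12 (-2.41 and -2.39), Tbx3 (-0.59 and -0.55) and Foxf1 (-0.79 and -0.76) had similar effects in both pipelines. Rab5if, Sla2 and Wdr38 did not, and Pigbos1 had no value in the second.

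**Figure D3:**
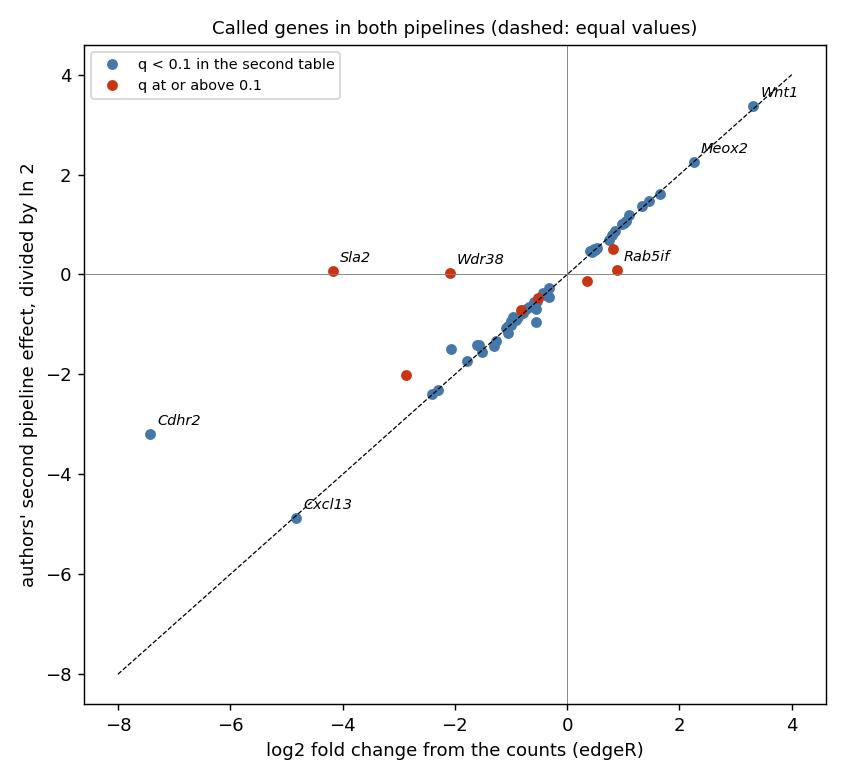
Log2 fold change from the counts (x axis) against the effect in the authors' second pipeline, divided by the natural log of 2 (y axis), for called genes with both values. Most points lie near the dashed line of equal values, while Rab5if, Sla2 and Wdr38 lie near 0 on the y axis at 0.08, 0.07 and 0.04. The x value of Cdhr2, which had 0 counts in every mutant, depends on the prior count.

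**Figure D4:**
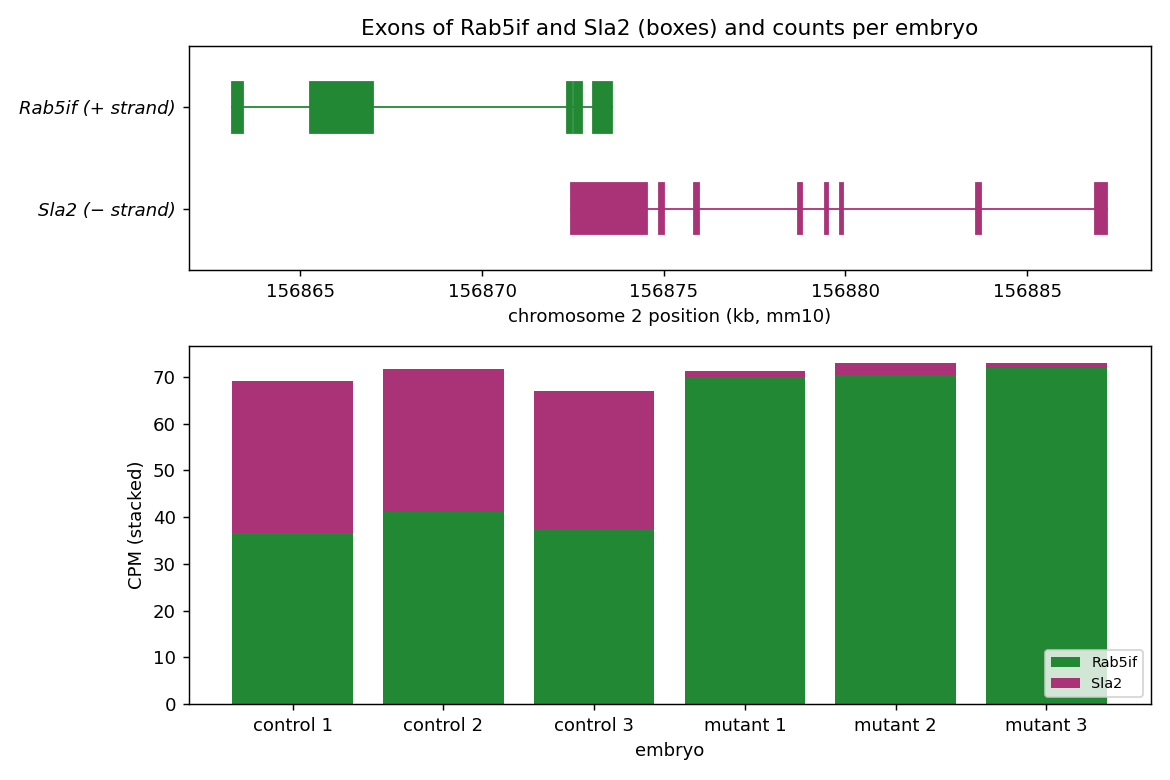
The upper panel maps the exons of Rab5if and Sla2 along chromosome 2 (x axis in kb, mm10), where they overlap over 731 bases on opposite strands. The lower panel stacks the CPM of both genes (y axis) for each embryo, and the sums lie between 67.0 and 73.0 CPM in all 6 libraries.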

Values the study reported

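From the bulk RNA-seq of midface tissue at E10.5, the study reported 149 dysregulated genes, of which 86 were lower and 63 were higher in the mutants. Its limits were a fold of 1.25 with an adjusted P below 0.05 in the first pipeline and a q-value below 0.1 in the second. Among terms enriched in the lower genes it gave P=6.33e-06 for frontonasal dysplasia and P=2.00e-05 for a midline defect of the nose.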

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

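The comparison of Y-expressing libraries alone was chosen only after the result was seen; the other alternatives were set before. Of 28 named genes that passed the test, 8 kept their side of the threshold in every alternative giving a value (Cxcl13, Pigbos1, Mstn, Car12, Crabp1, H2az2, Pax3 and Stra6). For Pigbos1 the second pipeline gave none. Another test, a library left out and a Y-linked covariate, which also takes a degree of freedom and follows genotype in part, each moved the count of genes by over 1.5 times, and 3 embryos per group limit every call. Genes near 3 counts, such as Cdhr2 in mutants, are limited by depth.

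Leaving out 1 library at a time gave 23 to 63 called genes, 19 to 39 of them lower and 4 to 24 higher, and 18 to 36 called in both pipelines, against 64, 43, 21 and 50. These fits hold fewer samples. With the Y-linked covariate the counts were 36, 25, 11 and 15, and among the Y-expressing libraries 33, 21, 12 and 9. The DESeq2 Wald test gave 261, 150, 111 and 156, with 63 of the 64 genes shared, and the DESeq2 values of the authors' deposited table gave 257, 147, 110 and 154. The q-values of the authors' deposited table alone gave 248 genes, 122 lower and 126 higher. The cause was not tested for these differences. With DESeq2 size factors 62 genes passed, with library totals 55, with voom 58, without a count filter 59, with the stricter filter 70, with a fold above 1.5 48 and with halved counts 74, all within 1.5 times of 64.

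The sources used here do not say whether numbers shared by control and mutant libraries mark littermates, so the main test did not pair them. Deviations of same-numbered libraries correlated at 0.03, 0.11 and 0.13, the first below the limit of 0.1. Each of the 6 libraries correlated best with its own number, and the letters in the library names alternate between control and mutant of the same number. Pairing is thus neither shown nor excluded. A fit with the replicate number as a block gave 119 genes, 78 lower and 41 higher, with 81 in both pipelines and 61 of the 64 shared. Cdhr2 and C1qb no longer passed in it. Col3a1 and Erbb3, which did not pass in the main test, passed with the block and with the DESeq2 Wald test.

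Some results that had not passed the test turned direction, and the cause was not tested. For gene lists the camera adjusted p is given, with its range over the fits that left out 1 library where some of these turned. Proliferation turned with the stricter filter (0.967), with halved counts (0.986) and without control 3, mutant 1 or mutant 2 (range 0.292 to 0.997). The collagens turned with the Y-linked covariate (0.5995), in the Y-expressing libraries (0.632) and without control 1 or mutant 3 (range 0.0360 to 0.868), and p53 targets without control 1, control 2 or mutant 3 (range 0.452 to 0.958). Forkhead genes turned with the block (0.809) and without control 2 or mutant 1 (range 0.411 to 0.752). Red blood cell markers turned without control 2 or mutant 3 (range 0.0103 to 0.791). The WNT list turned with the covariate (0.322), in the Y-expressing libraries (0.322) and without control 3 or mutant 2 (range 0.144 to 0.693), and the BMP list with the covariate (0.786) and in the Y-expressing libraries (0.870).

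For genes the log2 fold change is given likewise. Hbb-y had 0.61 with the covariate, 0.62 in the Y-expressing libraries and -0.33 to 0.21 with 1 library left out, above 0 without control 1 or mutant 2. Ldha had -0.25 to 0.00054, above 0 without control 2. Jund had 0.011 with the covariate, 0.012 in the authors' deposited table and -0.035 to 0.043 with 1 library left out, above 0 without control 3 or mutant 1. Bax had 0.017 with the covariate, 0.00044 in the Y-expressing libraries, 0.007 in the authors' deposited table and -0.067 to 0.057 with 1 library left out, above 0 without mutant 3. Xist had 0.49 with the covariate and 0.75 in the Y-expressing libraries, Ddx3y -0.10 and -0.075, and Uty -0.11 and -0.073. Of the 28 genes that passed, only Sla2 and Wdr38 turned in any alternative giving a value, and since their control and mutant values did not overlap, leaving out a library could not turn any of them. Sla2 had 0.066 and Wdr38 0.036 in the authors' deposited table.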

Other observations

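Ngfr, the low-affinity neurotrophin receptor of crest cells and their glia, fell from 41.9 to 22.2 CPM (log2 fold change -0.92, adjusted p = 0.0285 in edgeR's test), and Htr3b, a serotonin receptor subunit, fell from 3.92 to 1.14 CPM (-1.78, adjusted p = 0.00123); both were chosen after their values were seen. Among 11 cranial sensory ganglion genes, a list added after the data were seen, 8 had lower values and none passed over all genes tested, 2 passed when adjusted over the list alone, 1 lower and 1 higher, and the camera adjusted p was 0.135 (adjusted p = 0.633 with an estimated correlation). Sox10, the regulator of crest glia and melanoblasts and also chosen after its values were seen, stood at 33.4 ± 7.56 and 11.6 ± 3.64 CPM in controls and mutants (adjusted p = 0.175), and did not pass.

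Fcrls, a microglia and macrophage gene chosen after its values were seen, rose from 1.504 to 2.94 CPM (log2 fold change 0.97, adjusted p = 0.047 in edgeR's test). With edgeR's test and the study's limits in both pipelines 50 genes passed, 33 lower and 17 higher. That is lower than the count quoted from the study above. With the DESeq2 Wald test on the same counts 156 passed at the same limits.

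The tests of the transgene, of the 3 midbrain markers with low values, of Rab5if and Sla2 and of the macrophage markers were chosen only after the result was seen. Of the 10 splits of the 6 samples into groups of 3, the real one gave 64 called genes and the highest of the others 12; the number of splits giving as many was 1, and 10 splits are too few for a share under 0.05. Chromosome 13, which carries Tfap2a, held 8 of the 64 called genes among 826 tested (Fisher's exact test, p = 0.00526, adjusted p = 0.116 over 22 chromosomes). This fails the correction but does not exclude an excess on this chromosome. Cdhr2 and Gm47381, with 0 counts in every mutant, and Gm26965, with 0 in every control, lie on it. So do Pxdc1, Phactr1, Barx1, Nkd2 and Nnt. Phactr1 starts at 42680623, Pxdc1 at 34627834 and Barx1 at 48662998, against 40715302 for Tfap2a. Of these 8, all but Cdhr2 and Barx1 were chosen after their values were seen. The study's mice were on a mixed background. Whether carrying the targeted Tfap2a allele bears on other genes of this chromosome was not tested.

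Rab5if rose and Sla2 fell in every mutant, and they share 731 exonic bases on opposite strands. The summed counts of both genes had a log2 fold change of 0.063 (SE 0.05, adjusted p = 0.870), so what one gained the other lost. A change in the RNA of Rab5if by the amount seen in the counts was argued against by the second pipeline in the authors' deposited table, which gave 0.083 with a 95% upper bound of 0.22, against 0.88. For Sla2 the same table gave 0.07 with an SE of 0.47. A candidate explanation is that the counting assigned the shared reads to a different gene in each genotype.

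Wnt1 was above every control in 3 of 3 mutants. More midbrain tissue in the mutant dissections was examined with 7 midbrain and isthmus markers. Their median log2 fold change was -0.13 where a value above 2 was needed (95% interval of their mean difference over libraries -0.84 to 0.57). Of these, 4 stood above 4 CPM in controls, where a small share of such tissue might not show, so this median alone cannot decide. The 3 below 1 CPM in controls (En1, Wnt3a and Pax8), where it would show, had an interval of -1.80 to 1.52, against 3.31 for Wnt1. These 3 argued against more tissue that expresses them. Tissue that expresses Wnt1 without them was not tested. Control 2, which expresses Y-linked genes as the mutants do, stood at 0.207 CPM beside 0.134 and 0.238 CPM in the other controls, and the log2 fold change was 3.24 with the Y-linked covariate. RNA from the Wnt1:CRE transgene, if it holds Wnt1 sequence, and a change of Wnt1 itself cannot be told apart, since 3 of 3 mutants and no control carried it.

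All 10 macrophage markers had higher values in mutants, with a mean log2 difference of 0.81 (95% interval 0.20 to 1.42 over libraries). A lower share of mesenchyme would raise other cell types alike. The macrophage minus own marker difference lay wholly above 0 for 3 of 6 cell types, namely surface ectoderm (0.03 to 1.37), neurons (0.91 to 1.37) and endothelium (0.11 to 1.21). It spanned 0 for neuroepithelium (-0.04 to 1.42) and for muscle and head mesoderm (-0.24 to 0.62), whose markers differed by about as much as those of macrophages. The study found neurons among cells labelled by Wnt1:CRE, so neuron markers may change with genotype and cannot decide this. Among such cells, sorted from heads at a later stage, it reported a larger neuronal share and smaller glial and mesenchymal shares in mutants. Those are shares of labelled cells and not of the tissue studied here. The 6 intervals were not adjusted for their number, and those of surface ectoderm and endothelium start close to 0. They weigh only weakly against a lower share of mesenchyme as the whole cause. More blood left in the mutant tissue stays open, since the difference for red blood cell markers ran from -0.67 to 2.18. A change in the number of macrophages between genotypes may also remain.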
